# Combined treatment with HMGN1 and anti-CD4 depleting antibody reverses T cell exhaustion and exerts robust anti-tumor effects in mice

**DOI:** 10.1186/s40425-019-0503-6

**Published:** 2019-01-29

**Authors:** Chang-Yu Chen, Satoshi Ueha, Yoshiro Ishiwata, Shoji Yokochi, De Yang, Joost J. Oppenheim, Haru Ogiwara, Shigeyuki Shichino, Shungo Deshimaru, Francis H. W. Shand, Shiro Shibayama, Kouji Matsushima

**Keywords:** High mobility group nucleosome binding protein 1 (HMGN1), Anti-CD4 depleting antibody, Combination cancer immunotherapy

## Abstract

**Background:**

Transient depletion of CD4^+^ T cells results in tumor suppression and survival benefit in murine models; however, the tumor progression and recurrence still occur over more long-term monitoring of mice. Thus, we explored an additional strategy to enhance endogenous immune responses by an alarmin, high mobility group nucleosome binding protein 1 (HMGN1).

**Methods:**

The anti-tumor effects of HMGN1, anti-CD4 depleting antibody, and their combined treatment were monitored in the Colon26 or the B16F10 subcutaneous murine models. The tumor-infiltrating CD8^+^ T cell proliferation, differentiation, exhaustion, and its gene expression were determined by flow cytometry, transcriptome analysis, and quantitative real-time PCR.

**Results:**

Our results show that a systemic administration of low doses of HMGN1 with an anti-CD4 depleting antibody (HMGN1/αCD4) promoted expansion of CD8^+^ T cell populations (e.g. CD137^+^ PD-1^+^ and CD44^hi^ PD-1^+^), recruited CCR7^+^ migratory dendritic cells to the tumor, and reduced co-inhibitory molecules (e.g. PD-1, LAG-3, and TIM-3) to counteract CD8^+^ T cell exhaustion.

**Conclusion:**

The HMGN1/αCD4 treatment expanded effector CD8^+^ T cells and prolonged their anti-tumor activities by rescuing them from exhaustion, thus resulting in tumor regression and even rejection in long-term monitored mice.

**Electronic supplementary material:**

The online version of this article (10.1186/s40425-019-0503-6) contains supplementary material, which is available to authorized users.

## Background

Immunosuppression induced by cancer cells and CD4^+^ immunosuppressive cells (e.g. Foxp3^+^ T regulatory cells) limits the anti-tumor effect of effector CD8^+^ T cells [1–3]. Among the strategies used to reverse immunosuppression, cancer immunotherapy that targets immune checkpoints such as cytotoxic T-lymphocyte-associated antigen-4 (CTLA-4), programmed cell death 1 (PD-1) or programmed cell death ligand 1 (PD-L1) of immune checkpoint has demonstrated remarkable efficacy in various cancers. Transient depletion of CD4^+^ immunosuppressive cells in the tumor-bearing host represents another potential anti-tumor therapeutic strategy against cancer. Previously we have reported that in tumor-bearing mice, CD4 depletion with an anti-CD4 depleting antibody (clone: GK5.1) enhances the proliferation of effector CD8^+^ T cells in the draining lymph node and results in potential anti-tumor immunity [2]. Furthermore, co-administration of anti-CD4 depleting antibody and anti-PD-1 or anti-PD-L1 antibodies resulted in rejection of established tumors in some mice [2]. However, these combination therapies are not effective in all individuals, highlighting the need for additional anti-tumor strategies, such as enhancement of endogenous immune responses.

Here we focus on high mobility group nucleosome binding protein 1 (HMGN1), an alarmin and endogenous damage-associated molecular pattern (DAMP) molecule that is released from cells via the endoplasmic reticulum-Golgi secretion pathway or via non-programmed cell death after cellular stress or damage [4, 5]. HMGN1 serves as a potent immune stimulator that promotes dendritic cell (DC) activation and migration, and consequently polarizes Type 1 T helper cell-mediated immune responses, which enhance anti-tumor immunity in mice [6–9].

In 2017, a new cancer vaccine consisting of HMGN1, toll-like receptor agonist (e.g. R848) and immune checkpoint blockade (e.g. anti-PD-L1 or anti-CTLA-4 antibody) was termed TheraVac. Intratumoral administration of TheraVac in mice promotes DC activation and CD107α^+^ CD8^+^ T cell expansion in the tumor and results in inhibition of tumor growth [10, 11]. These finding suggest that extracellular HMGN1 triggers local anti-tumor responses through intratumoral administration. However, it remains to be established whether systemic administration of HMGN1 also influences anti-tumor T cell responses.

In this study, we evaluated the anti-tumor effects and immunological responses induced by co-administration of HMGN1 and anti-CD4 depleting antibody intraperitoneally in Colon26 or B16F10 tumor-bearing mice. We also investigated the effect of HMGN1 on the gene expression of CD8^+^ T cells. Our results demonstrate that the combined treatment with low-dose HMGN1 and anti-CD4 depleting antibody exerts synergistic anti-tumor effects by promoting CD8^+^ T cell activation, expansion, and by counteracting exhaustion of activated CD8^+^ T cells in the tumor.

## Methods

### Mice

Seven-week-old female BALB/c, BALB/c-nu, and C57BL/6 mice were purchased from Japan Charles River. Pmel-1 (B6.Cg-Thy1a/Cy Tg(TcraTcrb)8Rest/J) mice with transgenic gp100 melanoma antigen-specified T cell receptor and Ly5.1 (B6.SJL-Ptprca Pepcb/BoyJ) mice were purchased from the Jackson Laboratory (ME, USA). Each experiment group contained 8 mice except where otherwise specified. All animal experiments were conducted in accordance with institutional guidelines with the approval of the Animal Care and Use Committee of the University of Tokyo and the Tokyo University of Science.

### Cell lines and tumor models

Colon26 cells were obtained from the Cell Resource Center for Biomedical Research (RRID: CVCL_0240; Institute of Development, Aging, and Cancer, Tohoku University, Japan). B16F10 cells were obtained from the American Type Culture Collection (RRID: CVCL_0159; ATCC, USA). Colon26 cells (2 × 10^5^ cells / mouse) and B16F10 cells (5 × 10^5^ cells / mouse) were inoculated subcutaneously into the right flank of BALB/c, BALB/c-nu or C57BL/6 mice. Tumor diameter was measured by twice weekly and used to calculate tumor volume (V, mm^3^) using the formula V = L × W × W/ 2 (where L is tumor length and W is tumor width).

### Recombinant HMGN1

Recombinant HMGN1 proteins were produced in *E. coli* and purified using sequential fractionation by heparin affinity column, ion exchange column and reverse-phase column. The final protein products had over 99% purity with under 1 endotoxin unit concentration per microgram protein, as assessed by SDS-PAGE and an Endospecy ES-50 M Kit (Seikagaku Corporation, Japan), respectively. Detail of the production and purification of mouse and human recombinant HMGN1 proteins is described in Additional file 1: Method S1, Figure S1 and Table S1.

### In vivo treatment

HMGN1 protein (at a dose of 0.16 μg per mouse per injection, unless otherwise specified) was administered intraperitoneally on days 9, 14, 17, and 20 after tumor inoculation. Anti-CD4 depleting antibody (clone GK1.5; BioXcell, USA) was injected intraperitoneally on days 5 and 9 after tumor inoculation, at a dose of 200 μg per mouse per injection [2]. The optimized protocol for B16F10 tumor-bearing mice is described in Additional file 1: Figure S2.

### Flow cytometry and cell sorting

Three minutes before collecting tissues, intravascular leukocytes were stained by intravenous injection of fluorescein isothiocyanate (FITC)-conjugated antibody (3 μg/mouse) against CD45 [12]. Single cell suspensions were prepared by enzymatic or mechanical dissociation of tissues with or without subsequent density separation, as described previously [13, 14]. Flow-Count fluorospheres (Beckman Coulter, USA) were used to determine cell numbers. Cells were pretreated with Fc block reagents (anti-mouse CD16/CD32 antibody, clone 2.4G2; BioXcell), then stained with a mix of fluorophore-conjugated anti-mouse antibodies as indicated in Additional file 1: Table S2. Data were acquired on a Gallios flow cytometer (Beckman Coulter) and analyzed by using FlowJo 10.5.3 software (FlowJo, LLC, USA). Nonviable cells were excluded from the analysis based on forward and side scatter profiles, and dead cells were excluded by propidium iodide (PI) staining. For intracellular cytokine detection, enriched tumor-infiltrating CD8^+^ T cells were re-stimulated with 1 μg/ml ionomycin (IM) and 25 ng/ml phorbol myristate acetate (PMA) in the presence of GolgiPlug (BD Biosciences, USA) for 4 h at 37 °C. The re-stimulated CD8^+^ T cells were stained with surface antigens, and these cells were stained for intracellular cytokines using a Cytofix/Cytoperm kit (BD Biosciences, USA), according to the manufacturer’s instructions. For the transcriptome analysis, CD8^+^ T cells from the tumor were sorted on FACSAria II Cell Sorter (BD Biosciences, USA).

### Murine BMDC generation and treatment

Bone marrow cells were extracted from the femurs of Ly5.1 mice and hematopoietic progenitors were enriched by depleting lineage (CD3, B220, NK1.1, Ly-6G, Ter119) positive cells with magnetic beads (Miltenyi Biotec, Germany). Bone marrow-derived dendritic cells (BMDCs) were generated by culturing hematopoietic progenitors for 7 days in complete medium (RPMI 1640, 55 μM 2-mercaptoethanol, 1 mM sodium pyruvate, 10 mM HEPES, 100 U/mL Penicillin-Streptomycin, 0.1 mM non-essential amino acids, and 10% fetal bovine serum) with 20 ng/mL GM-CSF. After 7-days of culture, immature BMDCs were further cultured in maturation medium (complete medium with 10 ng/mL GM-CSF and 0.5 μg/mL lipopolysaccharide) for 24 h.

### Ex vivo CD8 T cell expansion assay

Pmel-1 (CD90.1^+^) CD8^+^ T cells were enriched from spleen single cell suspensions by depleting the lineage (CD4^+^, CD11b^+^, CD11c^+^, B220^+^, NK1.1^+^, Ter119^+^) on an autoMACS cell separator (Miltenyi Biotec, Germany). Pmel-1 CD8^+^ T cells were labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE) at a final concentration of 2 μM/ 3 × 10^6^ cells/ml for 5 min at room temperature. In the DC-dependent assay, CFSE-labeled Pmel-1 CD8^+^ T cells were cultured with gp100-pulsed BMDCs (pre-stimulation with 1 μg/mL gp100 for 2 h) in complete medium with or without 100 ng/mL HMGN1 for 48 h. In the DC-independent assay, CFSE-labeled Pmel-1 CD8^+^ T cells were cultured in a dish pre-coated with anti-CD3/CD28 antibodies with complete medium with or without 100 ng/mL HMGN1 for 72 h. The proliferation of activated Pmel-1 CD8^+^ T cells (CD25^+^CD90.1^+^CD8^+^) was assessed by CFSE intensity using flow cytometry.

### Transcriptome analysis

The whole transcripts were amplified from sorted CD8^+^ T cells and those transcripts were used to generate the 3’end Serial Analysis of Gene Expression (SAGE)-sequencing libraries (Additional file 1: Method S2). The sequencing was performed by using an Ion Hi-Q Chef kit, an Ion PI v3 Chip kit, and an Ion Proton Sequencer (Thermo Fisher Scientific) according to the manufacturer’s instructions except the input library concentration was 100 pM. Adapter trimming and quality filtering of sequencing data were performed by using Trimommatic-v0.36 [15] and PRINSEQ 0.20.4 [16]. The filtered reads were mapped on Refseq mm10 using Bowtie2–2.2.5 (parameters: -t -p 11 -N 1 -D 200 -R 20 -L 20 -i S,1,0.50 --norc). The reads unmapped to NlaIII cutting sites were removed, and the mapped reads per gene (raw tag counts) were be quantified as gene expression. Between-sample normalization of gene expression was performed against raw count data by using R 3.4.3 (https://cran.r-project.org/) with TCC [17], DESeq2 [18], and edgeR [19] packages. Genes with adjusted *p* value less than 0.05 and a fold-change of ≥ 2 between at least two samples were identified as statistically significant differentially expressed genes (DEGs). Raw data from the experiment have been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo); accession GSE113307.

### Functional annotation of DEGs

Functional analysis of DEGs was performed by using Cytoscape 3.6.0 with ClueGO plugin (v2.5.0) [20, 21]. Significantly enriched Gene Ontology (GO) terms [22] (GO-biological process, GO levels: 3–8) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms [23] in DEGs were explored and grouped, and a term network was constructed based on the overlap of their elements (kappa score = 0.4). Leading terms within each group were defined as the most significantly enriched term in each group. Terms not connected with any other term were excluded. Significantly-enriched functional terms (adjusted *p* values < 0.05) for which genes from up- or down-regulated genes comprised over 60% of all genes are shown in the Additional file 1: Table S4. We used versions of the GO term database (Nov. 20, 2017) and KEGG pathway term database (Nov. 20, 2017).

### Quantitative real-time PCR analysis

The primers used in this study were designed using the University Probe Library Assay Design Center (Roche, Switzerland) and are listed in Additional file 1: Table S3. Quantitative real time PCR (qPCR) was performed using Thunderbird SYBR qPCR Mix (Toyobo, Japan) or Thunderbird Probe qPCR Mix (Toyobo) on an Applied Biosystem® 7500 qPCR system (Thermo Fisher Scientific, USA). Three independent biological replicates for each group and double technical replicates for each biological replicate were analyzed. Target gene expression was normalized to the expression of the internal control gene, *Gapdh*.

### Statistical analysis

Unless otherwise noted, all experiments were performed at least three times. Data are presented as mean ± SEM. The significance of differential expression of genes in TCC-normalized 3′ SAGE-seq data was calculated by using TCC package (glmL RT formula in edgeR package) in R 3.4.2. The significance of GO term enrichment was calculated by using Cytoscape 3.6.0 with ClueGO plugin (v2.5.0). Correction for multiple comparisons was performed using the Benjamini-Hochberg method. For comparisons between groups in the in vivo study, we used one-way ANOVA with the Dunnett post hoc test in GraphPad Prism software 6.0 (GraphPad Software, USA). For comparisons between the means of two variables, we used two-tailed unpaired Student’s *t*-test in GraphPad Prism software 6.0. All statistical analyses were conducted with a significance level of α = 0.05 (*P* < 0.05).

## Results

### HMGN1/αCD4 treatment exerted robust anti-tumor effects in mice

Two hundred μg anti-CD4 depleting antibody (αCD4) on day 5 and 9 [2], and various doses (0.0032 to 2 μg/ml) of murine HMGN1 (mH) on day 9, 14, 17, and 20 were administered intraperitoneally to Colon26-bearing mice (Fig. 1a). Monotherapy with αCD4 showed moderate tumor growth inhibition, whereas the combination of αCD4 with mH at doses higher than 0.08 μg per injection showed significant tumor growth inhibition in Colon26-bearing mice (*p* < 0.001) (Fig. 1b). We observed the highest tumor growth inhibition in the mice receiving aCD4 with an mH concentration of 0.08–0.4 μg per injection (Fig. 1b). Based on low doses results, we adopted a dose of 0.16 μg mH per injection as an effective dose in this study. In this setting, combination therapy of mH/αCD4 showed significant tumor growth inhibition relative to monotherapy with αCD4 on day 18 (*p* = 0.001) and day 24 (*p* < 0.001) (Fig. 1c). Similar anti-tumor effects were observed in the combination therapy of αCD4 with human HMGN1 in Colon26-bearing mice (Additional file 1: Figure S2A, B), suggesting that human HMGN1 might share the similar structure and function with murine HMGN1, and might have cross-species activity in its anti-tumor effects.

**Fig. 1:**
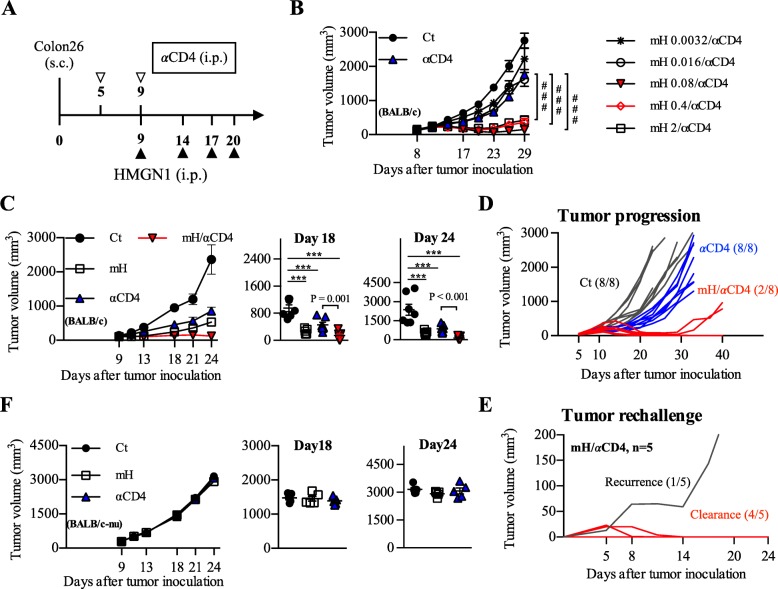
HMGN1/αCD4 treatment exerted robust anti-tumor effects in mice. **a** The optimized protocol for HMGN1/αCD4 treatment in Colon26 model. **b** The effective dose of murine HMGN1 (mH) in combination with anti-CD4 depleting antibody (αCD4) was screened within a range of 0.0032 to 2 μg/mL mH. #, *P* < 0.05, ##, *P* < 0.01, ###, *P* < 0.001 for a Student’s *t*-test comparing mH/αCD4 and αCD4-treated groups at day 29. **c** The tumor growth analysis during mH/αCD4 treatment, and the tumor volume of each mice on day 18. **d** The tumor progression analysis for 40 days. **e** Tumor rechallenge analysis. **f** The tumor growth analysis during mH/αCD4 treatment in Colon26-bearing BALB/c-nu model, and the tumor volume of each mice on day 18. Tumor growth is representative of three independent experiments with at least eight mice per group. Data are presented as mean ± SEM. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001 for a dunnett’s post hoc test (compared with control); *p* values in the figure indicate Student’s *t*-test comparing mH/αCD4-treated and αCD4-treated groups

Moreover, we monitored the long-term outcomes and patterns of tumor progression after treatments. The mice received mH/αCD4 treatment showed low tumor progression (2 out of 8) relative to that of αCD4 treatment (8 out of 8) (Fig. 1d). We re-challenged a quintuple dose (1 × 10^6^) of Colon26 cells in the five cured mice with complete tumor rejection after mH/αCD4 treatment. Four out of five mice resisted to the tumor re-challenge, suggesting that those cured mice might have developed immunological memory (Fig. 1e).

In the case of B16F10 melanoma, mH/αCD4 treatments did not result in significantly smaller tumor volumes relative to αCD4 treatment (Additional file 1: Figure S3A-C). Since the tumor growth of B16F10 model is faster than that of Colon26 model, we gave an additional mH injection to B16F10-bearing mice on day 5 (Additional file 1: Figure S3D). Using this optimized setting, we found that combination with 200 μg αCD4 and 0.08 μg mH significantly reduced tumor volumes compared to monotherapy groups on day 15 (*p* = 0.002) (Additional file 1: Figure S3E, F), suggesting that the proper optimization based on different types of cancers should be considered.

In addition, the anti-tumor effects of mH and αCD4 were not observed in the Colon26-bearing BALB/c-nu mice which lack thymus-dependent T cells, suggesting that anti-tumor effects of these treatments are mediated by CD8^+^ T cell responses (Fig. 1f). Collectively, these results suggest that combination of αCD4 and low-dose HMGN1 (in the range of 0.08 to 0.4 μg per injection), brings T-cell dependent anti-tumor effects in mouse subcutaneous tumor models and has an ability to develop immunological memory against tumor cells.

### HMGN1 expanded CD8^+^ T cells in the tumor

To investigate the nature of the T-cell mediated anti-tumor immunity during mH/αCD4 treatment, we prepared single cell suspensions from the implanted mouse tumor tissue and draining lymph node on day 13. Among tumor-infiltrating cells, we identified a population of lineage^−^ (CD11b^−^ CD11c^−^ CD49b^−^ Ly-6C^−^ Ly6G^−^ Ter119^−^) CD3^+^ CD4^+^ or CD3^+^ CD8^+^ T cells (Fig. 2a). Most of CD4^+^ T cells were depleted in the tumor and draining lymph nodes after mice were treated with αCD4 (Fig. 2b, Additional file 1: S4A).

**Fig. 2:**
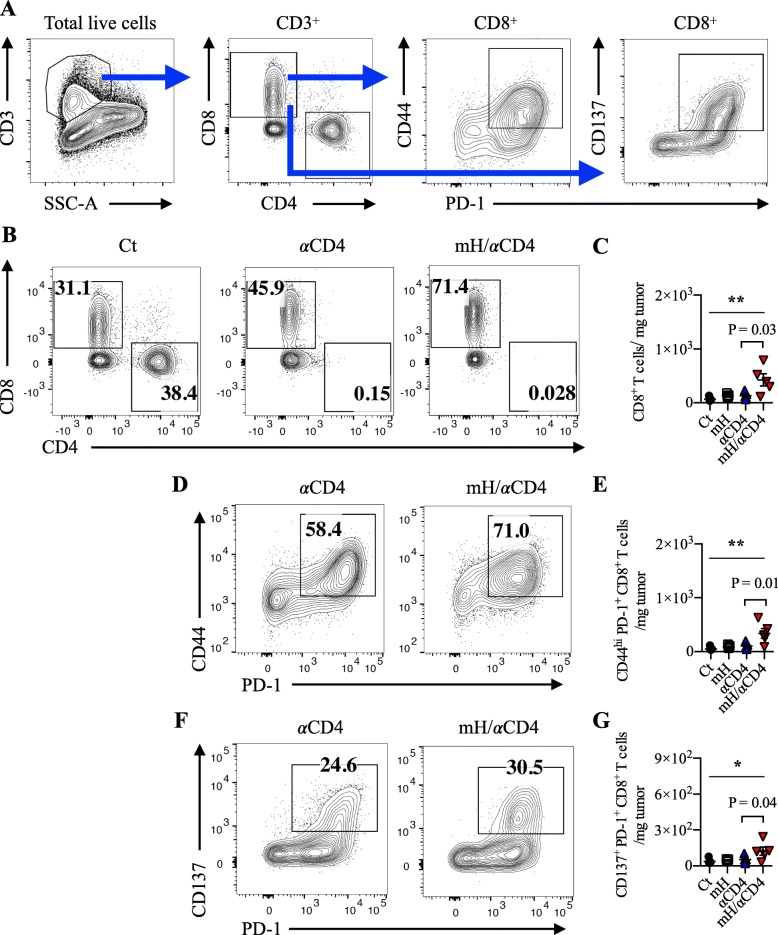
HMGN1 expanded CD8^+^ T cells in the tumor. **a** Flow cytometry gating of tumor-infiltrating CD8^+^ T cell populations. **b**, **c** The compartment, frequency, and cell number of CD8^+^ T cells in the tumor by using flow cytometry. **d**, **e** The compartment, frequency, and cell number of CD44^hi^ PD-1^+^ CD8^+^ T cells in the tumor. **f**, **g** The compartment, frequency, and cell number of CD137^+^ PD-1^+^ CD8^+^ T cells in the tumor. Each result is representative of three independent experiments with at least four mice per group. Data are presented as mean ± SEM. *, *P* < 0.05, **, *P* < 0.01 for a dunnett’s post hoc test (compared with control); *p* values in the figures indicate Student’s *t*-test comparing mH/αCD4-treated and αCD4-treated groups

The number of CD8^+^ T cells was significantly higher in the αCD4- or mH/αCD4-treated mice than in the untreated control mice (Fig. 2c, Additional file 1: S4B). Although the number of CD8^+^ T cells in the draining lymph node of αCD4- or mH/αCD4-treated mice were equivalent (Additional file 1: Figure S4B), the density of CD8^+^ T cells in the tumor was higher in the mH/αCD4-treated mice than in the αCD4-treated mice (*p* = 0.03) (Fig. 2b, c). Moreover, we also analyzed the subpopulation of tumor-infiltrating CD8^+^ T cells by using flow cytometry (Fig. 2a). The density of tumor-reactive CD137^+^ PD-1^+^ CD8^+^ T cells [24–26] and memory-phenotype CD44^hi^ PD-1^+^ CD8^+^ T cells [27, 28] was significantly higher in mH/αCD4-treated mice than αCD4-treated mice (*p* = 0.03 and *p* = 0.04) (Fig. 2d-g).

Collectively, these results suggested that αCD4 treatment, but not mH treatment, play a major role in the expansion of CD8^+^ T cells in draining lymph node, and that mH treatment, when combined with αCD4 treatment, synergistically increases the number of CD8^+^ T cells in the tumor.

### HMGN1/αCD4 treatment increased CCR7^+ ^CD80^hi ^CD86^hi^ migratory DCs in the tumor

To understand why the mH/αCD4 treatment synergistically increases CD8^+^ T cells in the tumor, we focused on the C-C chemokine receptor (CCR) 7^+^ migratory DCs. Previous reports described that CCR7 is essential for the DC trafficking from the tumor to draining lymph nodes. Those CCR7^+^ migratory DCs can support priming and expansion of CD8^+^ T cells [29–31]. Here we defined the CCR7^+^ migratory DCs as lineage^−^ (CD3^−^ B220^−^ Ly6C^−^ Ly6G^−^) MHC class II^+^ CD11c^+^ CD11b^+^ CCR7^+^ cells (Fig. 3a, Additional file 1: S5). On day 13, we found a higher percentage and an increased number of CCR7^+^ migratory DCs in the tumor of mice treated with mH or mH/αCD4 (*p* < 0.05), relative to the mice without mH treatment (Fig. 3b, c). Surprisingly, those increased number of CCR7^+^ migratory DCs with an activated phenotype of CD80^hi^ CD86^hi^ MHC class II^hi^ were only observed in mice received mH/αCD4 treatment (*p* < 0.02) (Fig. 3d), suggesting that those activated CCR7^+^ migratory DCs might drive CD8^+^ T expansion.

**Fig. 3:**
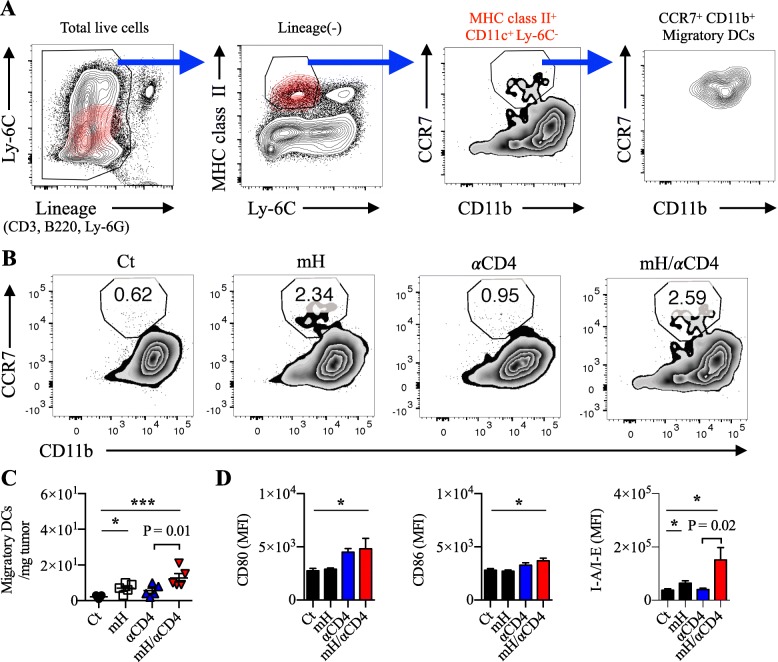
HMGN1/αCD4 treatment increased CCR7^+^CD80^hi^CD86^hi^ migratory DCs in the tumor. **a** Flow cytometry gating of CCR7^+^ migratory DCs. **b**, **c** The frequency and number of CCR7^+^ migratory DCs in the tumor. **d** The expression of CD80, CD86, and I-A/I-E (also known as MHC class II) on CCR7^+^ migratory DCs. Each result is representative of three independent experiments with at least four mice per group. Data are presented as mean ± SEM. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001 for a dunnett’s post hoc test (compared with control); *p* values in the figure indicate Student’s *t*-test comparing mH/αCD4-treated and αCD4-treated groups. Mean fluorescence intensity (MFI)

### HMGN1 promoted DC-dependent CD8^+^ T cell expansion ex vivo

To imitate the in vivo CD8^+^ T cell expansion, we first generated a CD8^+^ T cell expansion assay by co-culturing Pmel-1 CD8^+^ T cells with gp100-pulsed BMDCs in vitro (Fig. 4a). After 48-h co-culture, we observed a 13% of proliferating Pmel-1 CD8^+^ T cells (CD25^+^ CD90.1^+^ CD8^+^ T cells) in control group and a 20.9% of proliferating Pmel-1 CD8^+^ T cells in mH-added group (Fig. 4b). There was an increased number of proliferating Pmel-1 CD8^+^ T cells in mH-added group relative to unadded control (*p* = 0.003) (Fig. 4c), suggesting that HMGN1 might enhance the CD8^+^ T cell proliferation in the presence of DCs.

**Fig. 4:**
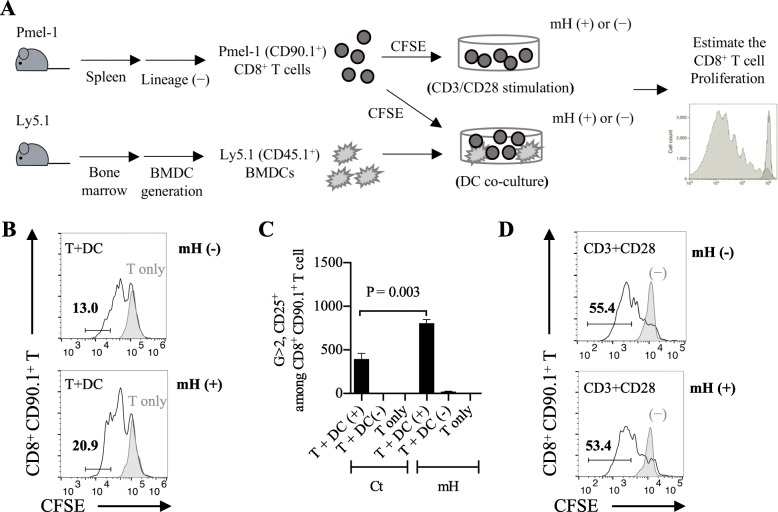
HMGN1 promoted DC-dependent CD8^+^ T cell expansion ex vivo. **a** The experimental design of CD8^+^ T cell expansion through CD3/CD28 stimulation or DC co-culture. **b** A CD8^+^ T cell expansion assay of co-culturing naïve Pmel-1 CD8^+^ T cells with Ly5.1^+^ gp100-specified BMDCs. After 48-h co-culture, the 13% increase in number of generation (G) ≥ 2, CD25^+ ^CD90.1^+ ^CD8^+^ T cells in control and the 20.9% increase in mH-added group. **c** The cell number of CD25^+ ^CD8^+^ T cells in G ≥ 2 cell generation. **d** The CD8^+^ T cell expansion assay of stimulating naïve Pmel-1 CD8^+^ T cells by using anti-CD3 antibody and anti-CD28 antibody. After 72-h stimulation, the 55.4% increase in number of G ≥ 2, CD25^+ ^CD90.1^+ ^CD8^+^ T cells in control and the 53.4% increase in mH-added group. Each result is representative of three independent experiments. Data are presented as mean ± SEM. A Student’s *t*-test is used to compare the statistically significant difference between the mH-added and mH-unadded groups

To investigate whether DCs are important to support HMGN1-dependent proliferation of CD8^+^ T cells, we next generated another CD8^+^ T cell expansion assay by stimulating Pmel-1 CD8^+^ T cells with anti-CD3/CD28 antibodies. After 72-h stimulation, we observed a 55.4% of proliferating Pmel-1 CD8^+^ T cells in control group and a 53.4% of proliferating Pmel-1 CD8^+^ T cells in mH-added group (Fig. 4d). There was no significant difference between control and mH-added groups. Collectively, these results suggest that HMGN1 promotes DC-dependent CD8^+^ T cell proliferation.

### HMGN1/αCD4 treatment synergistically reduced exhausted CD8^+^ T cells in tumor

Following antigen exposure, CD8^+^ T cells proliferate and differentiate into effector cells, then most of effector cells die off, leaving a small fraction of these cells to become memory cells. However, long-term antigen exposure converts CD8^+^ T cells into exhausted cells in tumor microenvironment. These exhausted CD8^+^ T cells express co-inhibitory molecules (e.g., PD-1, LAG-3, TIM-3, TIGIT) and lose the ability to produce multiple cytokines such as interferon (IFN)-γ, tumor necrosis factor (TNF)-α, and interleukin (IL)-2, namely they lose anti-tumor activities [32–35].

To determine whether mH/αCD4 treatment is able to restore the effector functions of those exhausted CD8^+^ T cells, we analyzed the expression of co-inhibitory molecules and the ability of cytokine production from these PD-1^hi^ CD8^+^ tumor-infiltrating T cells on day17 after tumor inoculation (Fig. 5a). We observed that the expression of LAG-3 and TIM-3 on the PD-1^hi^ CD8^+^ T cells significantly decreased in the mH/αCD4-treated mice compared to the untreated control mice (*p* < 0.001) and the αCD4-treated mice (*p* = 0.002), whereas no significant difference was observed in the TIGIT expression among treatment groups (Fig. 5b). The number and percentage of LAG-3^+^ PD-1^+^ CD8^+^ T cells decreased in the mH/αCD4 treated mice relative to that of the αCD4 treated mice (*p* = 0.04) (S6A, B), whereas the percentage of TIM-3^+^ PD-1^+^ or TIGIT^+^ PD-1^+^ was equivalent among treatment groups (Additional file 1: Figure S6C). In addition, the proportion of the IFN-γ-, TNF-α-, and IL-2-producing multifunctional population within the PD-1^hi^ CD8^+^ T cells was higher in the mH/αCD4-treated mice than in the αCD4 treated (*P* < 0.001) or untreated control (*P* < 0.001) mice (Fig. 5c, d). Collectively, these results suggested that the HMGN1/αCD4 treatment reduces the level of co-inhibitory molecules in these exhausted CD8^+^ T cells, increases their effector functions, and decreases the proportion of exhausted CD8^+^ T cells in the tumor.

**Fig. 5:**
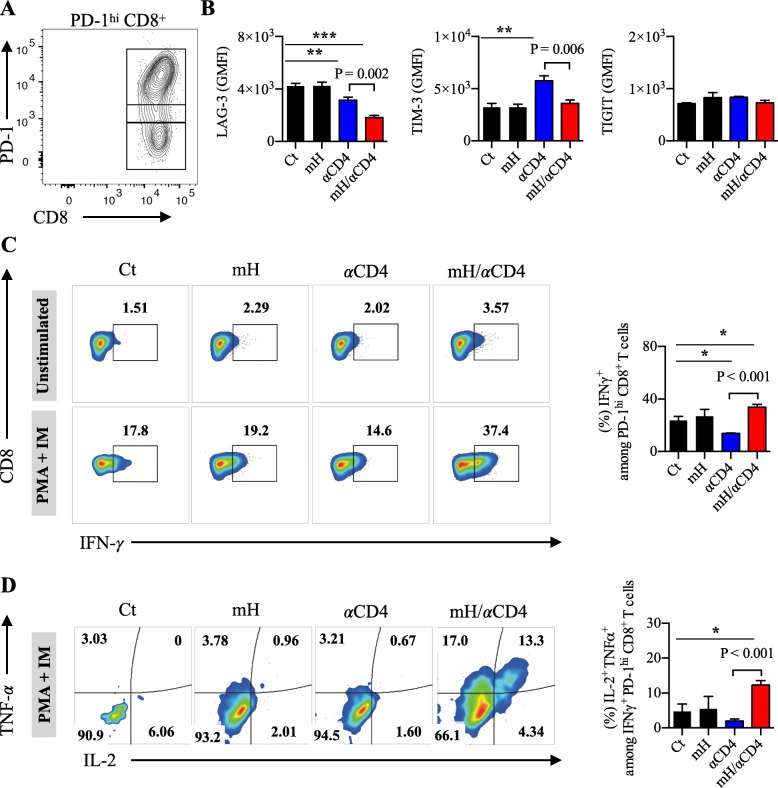
HMGN1/αCD4 treatment synergistically reduced exhausted CD8^+^ T cells in the tumor. **a** The compartment of PD-1^hi^, PD-1^lo^, PD-1^−^ CD8^+^ T cells in the tumor. **b** The expression level of LAG-3, TIM-3, and TIGIT on PD-1^hi^ CD8^+^ T cells. **c** The compartment and frequency of IFN-γ^+^ among in PD-1^+^ CD8^+^ T cells. **d** The compartment and frequency of IL-2^+^ TNF-α^+^ among in IFN-γ^+^ PD-1^+^ CD8^+^ T cells. Each result is representative of three independent experiments with at least four mice per group. Data are presented as mean ± SEM. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001 for a dunnett’s post hoc test (compared with control); *p* values in the figure indicate Student’s *t*-test comparing mH/αCD4-treated and αCD4-treated groups. Geometric mean fluorescence intensity (GMFI)

### Transcriptome analysis revealed the activation signatures of CD8^+^ T cells after HMGN1/αCD4 treatment

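CD8+ T cells were sorted from subcutaneous Colon26 tumors, a mouse colon carcinoma line of which 200000 cells were inoculated per mouse, on day 16. The anti-CD4 depleting antibody had been given at 200 μg on days 5 and 9, and the mH/αCD4 group had also received 0.16 μg of HMGN1 per injection, starting on day 9. The RNA was read by 3′ SAGE-sequencing, in which each read is a short tag next to an NlaIII site near the 3′ end of a transcript. The authors trimmed and filtered the reads, mapped them to RefSeq transcripts of the mouse genome build mm10, removed reads away from NlaIII sites, and deposited the raw tag count of each gene by its symbol. Counts were analysed for 3 αCD4 samples (replicates 1, 2 and 3) and 2 mH/αCD4 samples (replicates 2 and 3). The αCD4 samples held 6699813, 4397166 and 3880916 tags and the mH/αCD4 samples 4673235 and 5868137 tags. In the least deep sample, 3 tags corresponded to 0.773 CPM, the count scaled to a common library size. Between 13137 and 13912 genes were detected per sample, and 16789 genes in any sample. Eef1a1 alone took from 12.5% of the tags (αCD4 replicate 2, Wilson 95% confidence interval 12.48% to 12.54%) to 15.4% (αCD4 replicate 1, 15.36% to 15.41%). The counts of every pair of samples differed by more than sampling noise, with a chi-square per degree of freedom of at least 11.45. Each file was counted as 1 sample. Libraries amplified separately from the same cells could differ this way too, so the chi-square does not show that the files are separate mice. The counts were normalized by the TMM method of edgeR and genes with low counts were removed by its filterByExpr function, which left 9255 genes. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and standard errors were derived from its F statistic. With 3 samples against 2, an exact permutation test cannot give a p below 0.1. The likelihood-ratio test that the paper used, after a rebuilt version of its TCC normalization, was run as an alternative, as was a fit with the replicate number as a block.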

To gain further insight into the phenotypic changes of CD8^+^ T cells during HMGN1/αCD4 treatment, we performed a transcriptome analysis on tumor-infiltrating CD8^+^ T cells on day 16. We identified 517 differentially expressed genes (DEGs) with adjusted *p* value less than 0.05 and a fold-change of ≥2 between at least two samples. 

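With edgeR's quasi-likelihood test on the 9255 genes left by the filter, 0 genes had an adjusted p under 0.05, with or without a minimum fold-change of 2. The smallest adjusted p was 0.503. Without adjustment, 801 genes had a p under 0.05, and 858 genes had a fold-change of at least 2. In 2407 genes both mH/αCD4 samples lay on the same side of all 3 αCD4 samples. The biological coefficient of variation across genes was 0.309. With the likelihood-ratio test of edgeR after the rebuilt TCC normalization and no filter, the procedure closest to the paper's methods, 49 of 16789 genes passed both thresholds, and in all 49 the groups were completely separated. DESeq2's Wald test gave 39 DEGs. The choice that moved the number most among those set before the files were read was the quasi-likelihood test without a filter, which gave 298 DEGs, of which 180 (60.4%) were completely separated. With the replicate number as a block, 1 gene (Rabac1, adjusted p = 0.0106 from edgeR) was a DEG. The pairing of αCD4 and mH/αCD4 samples was taken from the replicate numbers in the labels. Across genes, the deviations from the group means correlated at -0.079 for the pair numbered 2 and 0.185 for the pair numbered 3, against -0.221 to 0.221 for samples with different numbers. With 2 mH/αCD4 samples their deviations from the group mean are mirror images, so each correlation recurs with the opposite sign, and this check cannot tell whether the numbers pair the samples.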

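At the same thresholds, edgeR's quasi-likelihood test gave 0 up-regulated and 0 down-regulated DEGs in the mH/αCD4 group. The groups were completely separated in 1178 genes with higher and 1229 genes with lower expression after mH/αCD4 treatment. The likelihood-ratio test after the rebuilt TCC normalization and without a filter gave 27 up-regulated and 22 down-regulated DEGs, and the same test on the filtered genes gave 25 and 25. DESeq2's Wald test gave 11 up-regulated and 28 down-regulated DEGs. Leaving the filter out of the quasi-likelihood test changed the numbers most among the choices set before the files were read, to 180 up-regulated and 118 down-regulated DEGs. The fit with the replicate block gave 1 up-regulated DEG and 0 down-regulated DEGs.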

In comparison with αCD4 treatment group, CD8^+^ T cells had 153 up-regulated and 364 down-regulated DEGs in mH/αCD4 treatment group (Fig. 6a). GO analysis revealed that these 153 up-regulated genes significantly included T cell activation-, chemokine production-, responses to interferons-, and ribosome related translation processes-related genes (Additional file 1: Figure S7). 

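The GO groups were followed with sets of genes listed by hand for each process before the files were read, since the GO database used by the paper was not available. The sets were tested by limma's camera on the edgeR fit, with adjustment over 10 sets. The 78 ribosomal protein genes had a mean log2 fold change of 0.741 in mH/αCD4 against αCD4 (adjusted p = 1.75e-06), and 68 of them were higher. Their mean level, however, ranged within each group from -1.03 to 0.287 in αCD4 and from -0.486 to 1.14 in mH/αCD4 on the log2 scale, and an exact permutation test of the 5 samples gave p = 0.6. Of the 36 T cell activation genes, 25 were higher, with a mean log2 fold change of 0.237 (adjusted p = 0.00507 from camera, and p = 0.3 from the exact permutation test of the samples). The 52 interferon response genes had a mean of 0.138 (adjusted p = 0.0973). The 6 chemokine ligand genes left by the filter had a mean of 0.418 (adjusted p = 0.970). For the ribosomal set, the largest change among the fits with all 5 samples came from the replicate block, to a mean of 0.174 (adjusted p = 0.606). The T cell activation genes had 0.403 (adjusted p = 2.26e-05) and the interferon response genes 0.244 (adjusted p = 0.00546) in that fit. The chemokine ligand genes changed sign there, to -0.317 (adjusted p = 0.0739). The paper reports that genes of these processes were significantly enriched among its up-regulated genes.

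**Figure D1:**
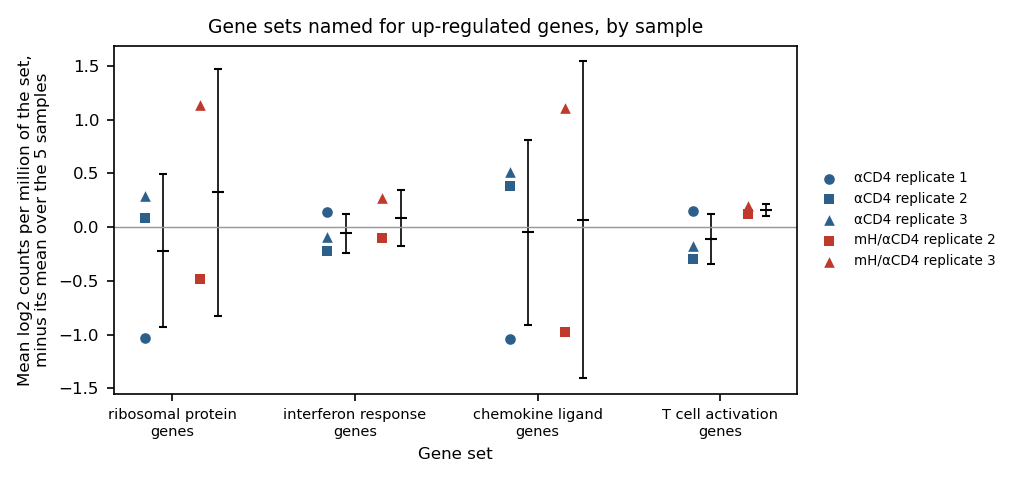
Mean log2 CPM of each gene set, minus its mean over the 5 samples, for each αCD4 sample (blue) and mH/αCD4 sample (red), with marker shapes for the replicate number. Black bars are the group mean and SD (n = 3 and n = 2). For the ribosomal protein genes the samples of each group lie on both sides of 0, from -1.03 in αCD4 replicate 1 to 1.14 in mH/αCD4 replicate 3.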

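All 9 of these genes had higher mean expression in the mH/αCD4 group, with log2 fold changes from 0.609 to 1.36. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test (0.506 to 0.767), 5 had a fold-change of at least 2, and in 6 both mH/αCD4 samples were above all αCD4 samples. Icam1 (chromosome 9 of mm10, 21015985 to 21028817) had 887 ± 22.5 TMM-normalized CPM (SD, n = 2) in mH/αCD4 and 389 ± 100 (SD, n = 3) in αCD4. Its log2 fold change was 1.19 (standard error 0.234, adjusted p = 0.506), and the exact permutation test gave p = 0.1, the smallest possible. With the likelihood-ratio test of edgeR after the rebuilt TCC normalization its adjusted p was 0.0289 on the filtered genes and 0.0533 without a filter. With DESeq2 it was 0.00775. Irf1 (chromosome 11, 53770014 to 53778374) had 603 ± 202 against 234 ± 120 CPM, a log2 fold change of 1.36 (standard error 0.395, adjusted p = 0.506). Rora had a log2 fold change of 1.02 (standard error 0.486), and αCD4 replicate 1, with 758 CPM, nearly reached the lower mH/αCD4 sample with 761. The log2 fold change was 1.00 for Rara, 0.958 for Ifitm3, 0.780 for Ifitm1, 0.688 for Ifitm2 and 0.609 for Gzmm. The 3 Ifitm genes are close paralogs on chromosome 7, whose tags the mapping could have shared. Ccl5 (chromosome 11, 83525778 to 83530518) had 649 and 9735 CPM in the mH/αCD4 samples and 355, 2034 and 4082 in the αCD4 samples. Its log2 fold change of 1.27 (standard error 1.09, adjusted p = 0.767) did not exceed the spread between samples of a group, with p = 0.8 from the exact permutation test. Ccl5 was also the gene that moved most between settings. Without mH/αCD4 replicate 3 its log2 fold change was -1.74, and with the replicate block -0.194, while the other 8 genes stayed positive in the block fit. The paper lists these up-regulated genes as related to cytotoxic function, chemotaxis, interferon, survival and memory of T cells, and their interaction.

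**Figure D2:**
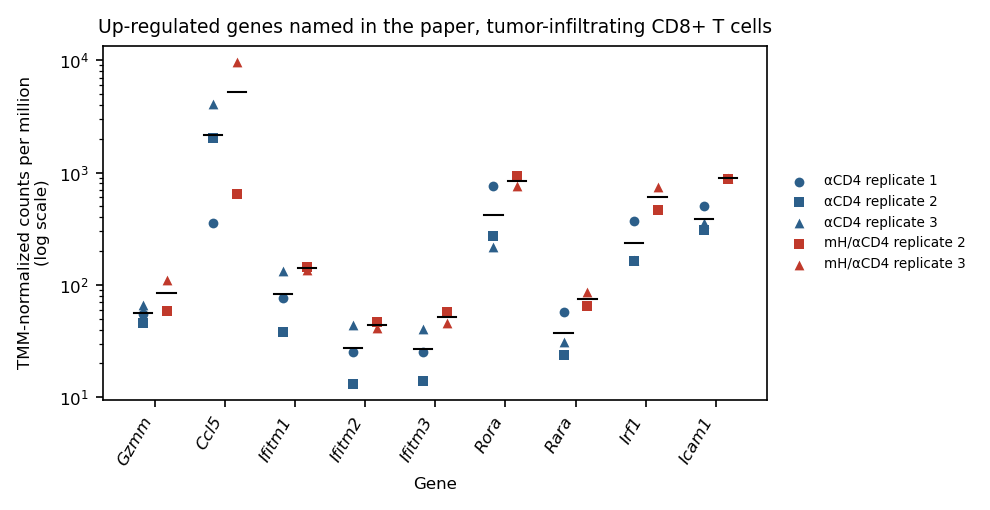
TMM-normalized CPM (log scale) of the 9 up-regulated genes in each αCD4 sample (blue) and mH/αCD4 sample (red), with marker shapes for the replicate number and black lines for the group means (n = 3 and n = 2). The samples of the groups are separated for Icam1, and overlap for Ccl5, where the mH/αCD4 samples lie at 649 and 9735.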

Particularly, these genes included cytotoxic function-related (*Gzmm*), chemotaxis-related (*Ccl5*), interferon-related (*Ifitm1*, *Ifitm2*, *Ifitm3*), T cell survival and memory-related (*Rora*, *Rara*, *Irf1*), and T cell-T cell interaction-related (*Icam1*) genes (Fig. 6b). 

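The sets listed for these processes were all lower in the mH/αCD4 group, by limma's camera on the edgeR fit with adjustment over 10 sets. Of the 43 G2/M phase genes, 39 were lower, with a mean log2 fold change of -0.679 (adjusted p = 1.37e-11). The 37 S phase genes had a mean of -0.464 (adjusted p = 4.03e-06) and the 72 chromosome organization genes -0.425 (adjusted p = 3.39e-07). The decrease was smaller for the 48 telomere maintenance genes, with a mean of -0.261 (adjusted p = 0.00452). In each of these 4 sets the mean level of both mH/αCD4 samples was below that of all 3 αCD4 samples. The sets are not independent, since some share members. Top2a and Kif11 are G2/M phase and chromosome organization genes, and Pcna is an S phase and telomere maintenance gene. The exact permutation test of the samples gave p = 0.1 for the S phase, telomere maintenance and chromosome organization genes, the smallest p possible, and p = 0.2 for the G2/M phase genes. With the replicate block the means were -0.825 (adjusted p = 5.93e-16) for the G2/M phase, -0.487 for the S phase, -0.461 for the chromosome organization and -0.272 for the telomere maintenance genes. The telomere maintenance genes depended most on the processing, and without the genes that the paper names their mean was -0.183 (adjusted p = 0.106). Among its down-regulated genes, the paper reports a significant enrichment of telomere maintenance, chromosome organization, cell division and cell cycle genes.

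**Figure D3:**
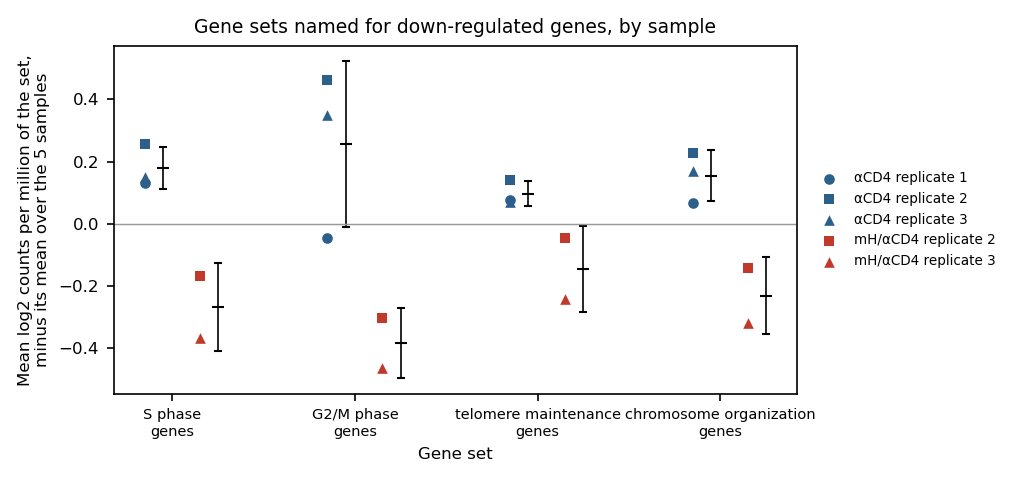
Mean log2 CPM of each gene set, minus its mean over the 5 samples, for each αCD4 sample (blue) and mH/αCD4 sample (red), with marker shapes for the replicate number. Black bars are the group mean and SD (n = 3 and n = 2). For the G2/M phase genes the mH/αCD4 samples lie at -0.304 and -0.463, below αCD4 replicate 1 at -0.0455.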

In contrast, those 364 down-regulated genes significantly included cell cycle-, cell division-, telomere maintenance- and chromosome organization processes-related genes (Additional file 1:Figure S7). These genes included co-inhibitory-related (*Pdcd1*, *Havcr2, Cd226*), glycolysis-related (*Pgam1*), telomere-related (*Nek2*, *Hnrnpa1*, *Hnrnpc*, *Dkc1*, *Cct2*), and cell cycle/ cell division-related (*Atr*, *Bub1b*, *Ccnb2*, *Ccnd3*, *Ccng2*, *Cdc27*, *Cdkn1b*, *Chek2*, *Mcm6*, *Pcna*) genes (Fig. 6b).

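All 19 of these genes had lower mean expression in the mH/αCD4 group, and 19 of 19 also in the fit with the replicate block. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test (0.506 to 0.779), while 12 had an unadjusted p under 0.05 and in 12 both mH/αCD4 samples were below all αCD4 samples. Cd226, Pgam1 and Chek2 had a fold-change of at least 2. Cd226 (chromosome 18 of mm10, 89176967 to 89272229) had 50.02 ± 2.94 TMM-normalized CPM (SD, n = 2) in mH/αCD4 and 129 ± 39.3 (SD, n = 3) in αCD4, a log2 fold change of -1.37 (standard error 0.294, adjusted p = 0.506, exact permutation p = 0.1). Pgam1 had 134 ± 9.82 against 328 ± 120 CPM, a log2 fold change of -1.30 (standard error 0.329, adjusted p = 0.506). For Chek2 the log2 fold change of -2.53 (standard error 0.980) rested on few tags, with counts of 9 and 4 in mH/αCD4 and 114, 23 and 6 in αCD4, and the groups overlapped. The 5 telomere-related genes fell less, with log2 fold changes of -0.884 for Cct2, -0.879 for Dkc1, -0.774 for Nek2, -0.467 for Hnrnpc and -0.349 for Hnrnpa1. Among the cell cycle-related genes, the groups were separated in 7 of 10, and Pcna had a log2 fold change of -0.855 (standard error 0.270), Bub1b -0.871 (standard error 0.284) and Cdkn1b -0.380 (standard error 0.234). Havcr2 and Pdcd1 are given with the qPCR results. The largest change in the estimates came from the replicate block with a length correction, a setting chosen after seeing the data, which took Chek2 to -1.21. With the likelihood-ratio test after the rebuilt TCC normalization and no filter, Cd226 alone of the 19 passed the thresholds (adjusted p = 0.0416 from edgeR). The paper lists these down-regulated genes as related to co-inhibition, glycolysis, telomeres, and cell cycle or division. Its grouping of Cd226 with co-inhibition was not tested here, and the set of co-inhibitory receptor genes used here did not hold Cd226.

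**Figure D4:**
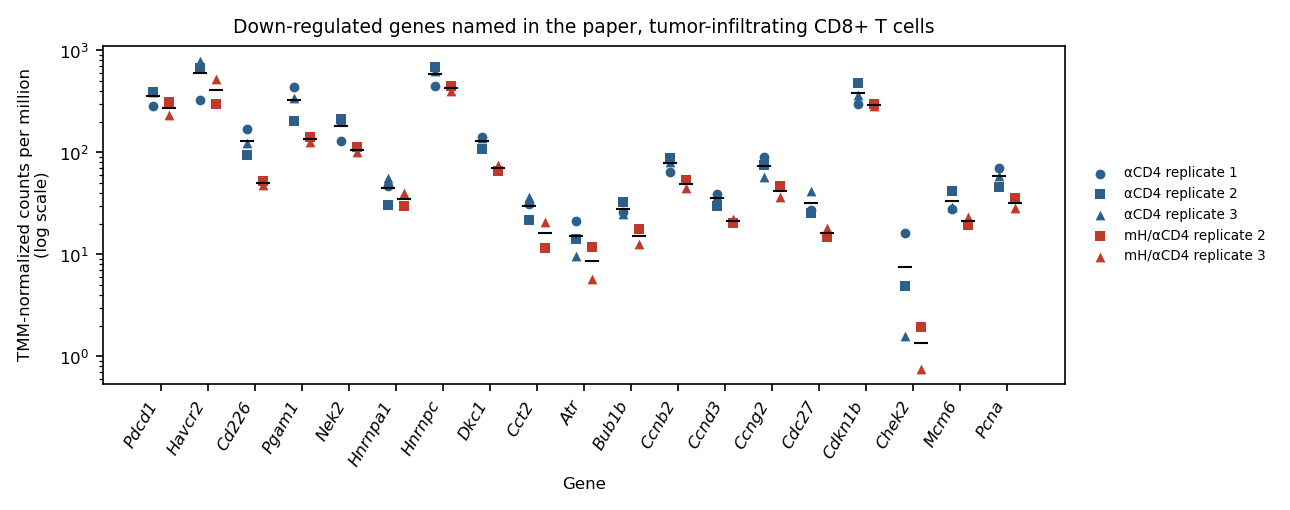
TMM-normalized CPM (log scale) of the 19 down-regulated genes in each αCD4 sample (blue) and mH/αCD4 sample (red), with marker shapes for the replicate number and black lines for the group means (n = 3 and n = 2). The groups are separated for Cd226, at 52.1 and 47.9 in mH/αCD4, and overlap for Chek2.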

**Fig. 6:**
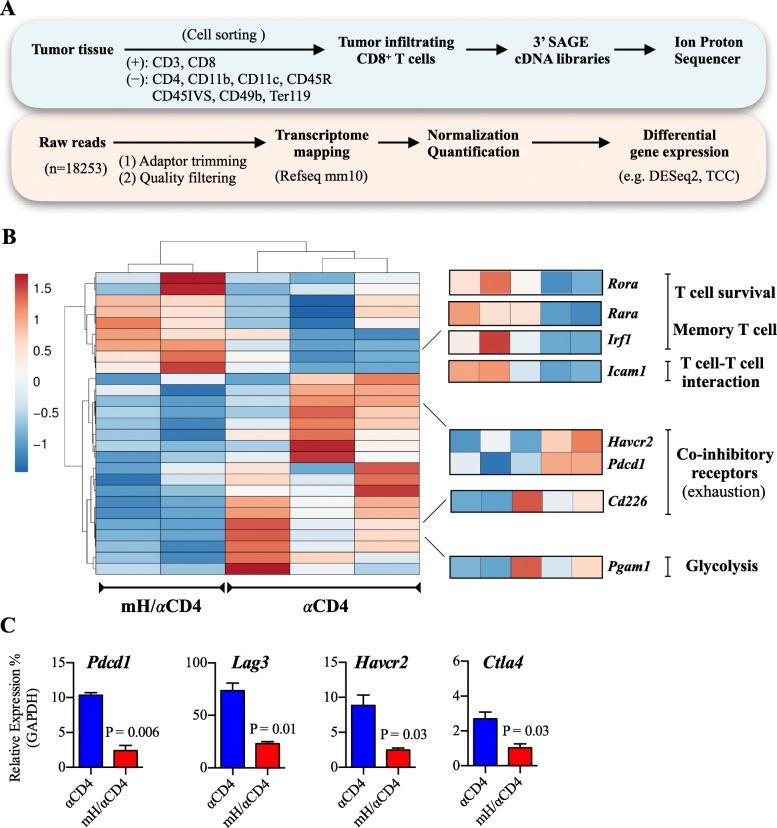
CD8^+^ T cell transcriptome analysis revealed the promotion of activation after HMGN1/αCD4 treatment. **a** Analysis scheme of transcriptome analysis of CD8^+^ T cells in tumor-bearing mice. **b** Heatmap representation of DEGs that associated with T cell function-related significantly-enriched GO groups genes. Each column represents group, whereas each row represents an individual gene. Z-score of module groups is shown on the left bottom of the heatmap. **c** qPCR analysis of expression changes of PD-1(*Pdcd1*), TIM-3 (*Havcr2*), LAG-3 (*Lag3*), and CTLA-4(*Ctla4*). The expression levels of all target mRNAs were normalized against the expression level of *Gapdh* in each sample. Data are presented as mean ± SEM. A Student’s *t*-test is used to compare the statistically significant difference between mH/αCD4-treated and αCD4-treated groups

Consistent with the transcriptome data and the flow cytometric data in Fig. 5, qPCR results also revealed down-regulation of co-inhibitory receptor-related genes (PD-1 (*Pdcd1*), TIM-3 (*Havcr2*), LAG-3 (*Lag3*), and CTLA-4 (*Ctla4*)) in CD8^+^ T cells after mH/αCD4 treatment relative to that of αCD4 treatment (Fig. 6c). 

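The qPCR samples were not in the files analysed here, and the transcriptome samples gave the following values for the same genes. Pdcd1 (chromosome 1 of mm10, 94038305 to 94052553) had 271 ± 58.2 TMM-normalized CPM (SD, n = 2) in mH/αCD4 and 354 ± 58.6 (SD, n = 3) in αCD4, a log2 fold change of -0.389 (standard error 0.233, adjusted p = 0.675 from edgeR's quasi-likelihood test). Havcr2 (chromosome 11, 46454935 to 46481255) had 411 ± 160 against 592 ± 237 CPM, a log2 fold change of -0.527 (standard error 0.395, adjusted p = 0.726). For both genes the samples of the groups overlapped, with p = 0.3 and p = 0.4 from the exact permutation test. Lag3 had 29.4 ± 9.72 against 30.5 ± 7.85 CPM and a log2 fold change of -0.0489 (standard error 0.325, adjusted p = 0.974). Ctla4 had 822 ± 105 against 896 ± 165 CPM and a log2 fold change of -0.123 (standard error 0.217, adjusted p = 0.898). None of these differences exceeded the spread between samples of a group. The reference gene of the qPCR, Gapdh, had a log2 fold change of 0.339 (standard error 0.204, adjusted p = 0.675). Both mH/αCD4 samples were above all αCD4 samples for Gapdh, with p = 0.1 from the exact permutation test, the smallest possible. Over the 10 genes of the co-inhibitory receptor set left by the filter, 8 were lower, with a mean log2 fold change of -0.445 (adjusted p = 0.0265 from limma's camera). The set also held Tox (log2 fold change -1.40) and Entpd1 (-0.563). These 2 do not encode co-inhibitory receptors, so the mean is not that of receptors alone. The exact permutation test of the samples gave p = 0.2. The adjusted p from camera was 0.0644 without a filter and 0.0612 at an inter-gene correlation of 0.05. It was 0.103 without αCD4 replicate 2 and 0.0674 without αCD4 replicate 3. With the replicate block the mean of the set was -0.579 (adjusted p = 0.000153). With the replicate block the log2 fold changes were -0.537 for Pdcd1, -0.870 for Havcr2, -0.266 for Lag3 and -0.270 for Ctla4. Their adjusted p in that fit lay between 0.499 and 0.755 in edgeR's quasi-likelihood test. Havcr2 moved most when mH/αCD4 replicate 3 was left out, to -0.995, and came to -0.198 without mH/αCD4 replicate 2. From the qPCR, flow cytometry and transcriptome data together, the paper concludes that co-inhibitory receptor expression fell after the combined treatment.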

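Across the 10 gene sets, limma's camera on the edgeR fit found 4 sets lower in mH/αCD4, with mean log2 fold changes from -0.679 to -0.261. These sets, related to cell cycle, telomeres and chromosomes, share members and are not independent. The T cell activation genes were higher, with a mean log2 fold change of 0.237 (adjusted p = 0.00507 from camera). The ribosomal protein genes were also higher, with a mean of 0.741 (adjusted p = 1.75e-06 from camera). The co-inhibitory receptor set, which included Tox and Entpd1, was lower, with a mean of -0.445 (adjusted p = 0.0265 from camera). The exact permutation test gave p = 0.6 for the ribosomal protein, 0.3 for T cell activation and 0.2 for co-inhibitory receptor genes. With the replicate block the camera result was 0.174 (adjusted p = 0.606) for the ribosomal protein and 0.244 (adjusted p = 0.00546) for the interferon response genes. Without mH/αCD4 replicate 3 the ribosomal mean was -0.433. The 17 cytotoxic effector genes did not change detectably (mean log2 fold change 0.0565, adjusted p = 0.492). Within that set Gzmb had 280 ± 15.3 TMM-normalized CPM (SD, n = 2) in mH/αCD4 and 268 ± 43.8 (SD, n = 3) in αCD4, and Prf1 66.5 ± 27.4 against 80.3 ± 17.4. Without the genes named in the paper the mean of the cytotoxic effector genes was -0.0408, and with the replicate block it was 0.262 (adjusted p = 0.0763). The proliferation marker Mki67 had 29.1 ± 4.65 CPM in mH/αCD4 and 44.8 ± 7.50 in αCD4, a log2 fold change of -0.620 (standard error 0.256, adjusted p = 0.571). From the up-regulated and down-regulated processes together, the paper proposes that HMGN1 raised the activation and effector functions of CD8+ T cells and then lowered their cell cycle.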

Collectively, these results suggested that HMGN1 treatment might promote CD8^+^ T cell activation and effector functions, and sequentially suppressed the cell cycle and differentiation-related processes.

## Discussion

Comparing to intratumoral injection of HMGN1 (at 10 μg/ injection/ mice) in previous reports [10, 11], an optimal therapeutic dose (in the range: 0.08 to 0.4 μg/ injection) of HMGN1 was used for combination therapy in our study, which was beyond our expectations. Previously we demonstrated that the depletion of CD4^+^ T cells enhances CD8^+^ T cell proliferation in the draining lymph node of tumor-bearing mice [2], and that intratumoral injection of HMGN1 promotes the recruitment and maturation of DCs, thus resulting in the enhancement of endogenous immune responses [7]. In the present study, we observed that those mice receiving intraperitoneal administration of low-dose HMGN1 with αCD4 had an increasing number of tumor-infiltrating CD8^+^ T cells with the less exhausted phenotypes and the capacity to produce multiple cytokines. The cellular and molecular mechanisms underlying the increase in the number of functional CD8^+^ T cells after HMGN1/αCD4 combination treatment remain elusive. However, it is likely that the depletion of the Foxp3^+^ CD4^+^ regulatory T cells, which suppresses CD8^+^ T cell expansion in the draining lymph node through the cytotoxic T-lymphocyte-associated antigen-4 (CTLA-4) medicated downregulation of B7 co-stimulatory molecules in DCs, may contribute to the increased number of tumor-infiltrating CD8^+^ T cells.

In term of the function of endogenous HMGN1 within nucleus, Michael Bustin and his colleague reported that lack of endogenous HMGN1 in mouse embryonic fibroblasts increased the sensitivity to ionizing radiation, and enhanced the tumorigenesis including the proliferation, colony formation and tumor development. Lack of endogenous HMGN1 affects histone modifications which relate to double-strand breaks repair, thus resulting in the abnormal chromatin formation. The abnormal chromatin formation causes high radiosensitivity and tumorigenesis in *Hmgn1*^*−/−*^ cells [36]. Moreover, *Hmgn1*^*−/−*^ mice without endogenous HMGN1 displayed lower number of CD8^+^ T cells and higher tumor growth rate relative to *Hmgn1*^+/+^ mice [7]. All these findings indicate that lack of endogenous HMGN1 is likely to contribute to tumor progression.

On the other hand, there has been an increasing interest in the interplay between physiological function of extracellular HMGN1 and immune activation of cells. In 2012, we reported that extracellular HMGN1 binds to toll-like receptor (TLR)-4 on DCs to induce pro-inflammatory immune responses. Once TLR-4 downstream signaling pathway was blocked, HMGN1 lost most of the ability to promote DC activation and inflammation, suggesting that TLR-4 is a receptor for extracellular HMGN1 [6]. Furthermore, another HMG family protein HMGB1 is reported to induce chemotaxis and inflammation through the receptor for advanced glycation end products (RAGE) or TLR-2 [37–40] . The interaction of HMGB1 and RAGE triggers the activation of mitogen-activated protein kinase (MAPK) pathway, which activates downstream signaling molecule nuclear factor (NF)-*κ*B to induce inflammation [41]. It is likely that TLR2/4 and RAGE would serve as HMGN1 receptor, though the effective doses of HMGN1 we used in this study were extremely lower than the doses described in previous reports, which suggesting the existence of additional specific receptor for HMGN1.

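For the cytotoxic molecules, Gzmm had 84.8 ± 37.0 TMM-normalized CPM (SD, n = 2) in mH/αCD4 and 55.6 ± 10.6 (SD, n = 3) in αCD4, with a log2 fold change of 0.609 (standard error 0.313, adjusted p = 0.625 from edgeR's quasi-likelihood test). The lower mH/αCD4 sample had 58.6 CPM, below αCD4 replicate 3 with 66.4. Among the chemotactic molecules, Ccl5 differed more between the mH/αCD4 samples, at 649 and 9735 CPM, than between the group means of 5192 and 2157. Ccl3 was lower in mH/αCD4, with a log2 fold change of -1.70 (standard error 0.528, adjusted p = 0.511), and Ccl4 higher, with 1.22 (standard error 0.926, adjusted p = 0.734). The largest increase was that of Cxcl16, with 2.25 (standard error 0.905, adjusted p = 0.566). Of the 6 chemokine ligand genes left by the filter, 4 were higher and 2 lower. The mean log2 fold change of the 6 chemokine ligand genes was 0.418, and it moved most in the fits that left out a sample, to -1.41 without mH/αCD4 replicate 3. With the replicate block it was -0.317 (adjusted p = 0.0739 from camera). The G2/M phase genes had a mean of -0.679 (adjusted p = 1.37e-11), and no leave-one-out fit brought it closer to 0 than -0.564. From the higher cytotoxic and chemotactic genes and the lower cell cycle genes, the paper describes these cells as active and slow-dividing.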

In the context of CD8^+^ effector and memory T-cell differentiation, our transcriptomic analysis revealed that CD8^+^ T cells expressed more cytotoxic and chemotactic molecules with their active phenotype after HMGN1/αCD4 treatment than αCD4 treatment; however, those CD8^+^ T cells also had slow-dividing cell feature with low expression of cell cycle/cell division-associated genes. In other words, those CD8^+^ T cells were undergoing a cell intrinsic process to promote TCR stimulation, co-stimulatory signals, and cytokine releasing by downregulating cell cycle phase and/or metabolic activity, which resembles memory T cells [42, 43]. This result is consistent with our finding that the number of CD44^hi^ PD-1^+^ CD8^+^ T cells increased in the tumor. Those CD44^hi^ PD-1^+^ CD8^+^ T cells with memory pattern have high sensitivity to antigen stimulation, which resulting in a rapid proliferation and a high-level cytotoxic and cytokine productions [44–46]. Thus, the enhancement of CD8^+^ T cell signatures possibly explains the reason why those mice receiving HMGN1/αCD4 treatment would be able to resist tumor progression and recurrence.

In addition to the combination therapy of HMGN1 with αCD4, there is another combination therapy related to HMGN1. The TheraVac is composed of HMGN1, R-848 (also known as Resiquimod) and immune checkpoint blockades (e.g. anti-PD-L1 antibody, anti-CTLA4 antibody). In a hepatocellular tumor model (Hepa1–6), mice treated with TheraVac had the increased number of cytotoxic T lymphocytes in the draining lymph node and tumor [10, 11]. However, the number of CD4^+^ T cells also increased in tumor after HMGN1/R848 or TheraVac treatment, which raises a possibility to cause immunosuppression by CD4^+^ T regulatory cells. Thus, combination therapy of TheraVac with αCD4 might be an effective method to limit the function and number of CD4^+^ immunosuppressive cells in short-term. Now, we are in the process of conducting phase I clinical trial of a humanized anti-human CD4 depleting antibody IT1208 in Japan to promote the anti-tumor effect in human. In preclinical studies in nonhuman primates, no serious adverse effects were detected after several weeks of treatment with our humanized anti human CD4 depleting antibody.

## Conclusion

Our study represents a novel combination therapy of low-dose HMGN1 with αCD4 to exert robust anti-tumor effects in mice. The combination therapy brings synergistic effect of enhancing tumor-associated CD8^+^ T cell expansion together with reduced exhaustion phenotype, with resultant robust anti-tumor effects. Combination therapy of HMGN1/αCD4 might be a promising strategy to treat patients with solid tumors.

## Additional file

Additional file 1: **Figure S1.** The purification of recombinant HMGN1 proteins. **Figure S2.** Administration of human HMGN1 (hH) with anti-CD4 depleting antibody (αCD4) exerted anti-tumor effects in mice. **Figure S3.** Administration of murine HMGN1 with anti-CD4 antibody exerted anti-tumor effects in melanoma model. (A). **Figure S4.** Flow cytometry analysis of T cell populations in the draining lymph node (dLN) from Colon26 tumor-bearing mice on day 13 after tumor inoculation. **Figure S5.** Gating scheme of CCR7^+^ CD11b^+^ migratory dendritic cells (DCs). **Figure S6.** Flow cytometry analysis of exhausted CD8^+^ T cell populations in the tumor from tumor-bearing mice on day 17 after treatment. **Figure S7.** CD8 T cell transcriptome analysis revealed the promotion of activation after HMGN1/αCD4 treatment. **Method S1.** Production and purification of HMGN1 in *E. coli*. **Method S2.** 3’end Serial Analysis of Gene Expression (SAGE) sequencing library preparation. **Table S1.** The list of recombinant proteins and peptides. **Table S2.** Antibodies for flow cytometry. **Table S3.** Primers for quantitative real-time PCR. **Table S4.** Gene ontology (GO) analysis of GO: biological processes and KEGG pathway. (PDF 2580 kb )

## Abbreviations

CCR: C-C chemokine receptor
CFSE: Carboxyfluorescein diacetate succinimidyl ester
CTLA-4: Cytotoxic T-lymphocyte-associated antigen-4
DAMP: Damage-associated molecular pattern
DC: Dendritic cell
DEG: Differentially expressed genes
FITC: Fluorescein isothiocyanate
GO: Gene Ontology
HMGN1: High mobility group nucleosome binding protein 1
IFN: Interferon
IL: Interleukin
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: Mitogen-activated protein kinase
NF: Nuclear factor
PD-1: Programmed cell death 1
PD-L1: Programmed cell death ligand 1
RAGE: Receptor for advanced glycation end product
TLR: Toll-like receptor
TNF: Tumor necrosis factor
αCD4: Anti-CD4 depleting antibody

## References

[1] Whiteside TL (2012). Disarming suppressor cells to improve immunotherapy. Cancer Immunol Immunother.

[2] Ueha S, Yokochi S, Ishiwata Y, Ogiwara H, Chand K, Nakajima T, Hachiga K, Shichino S, Terashima Y, Toda E (2015). Robust antitumor effects of combined anti-CD4-depleting antibody and anti-PD-1/PD-L1 immune checkpoint antibody treatment in mice. Cancer Immunol Res.

[3] Liu C, Workman CJ, Vignali DA (2016). Targeting regulatory T cells in tumors. FEBS J.

[4] Bianchi ME, Agresti A (2005). HMG proteins: dynamic players in gene regulation and differentiation. Curr Opin Genet Dev.

[5] Bianchi ME (2007). DAMPs, PAMPs and alarmins: all we need to know about danger. J Leukoc Biol.

[6] Yang D, Postnikov YV, Li Y, Tewary P, de la Rosa G, Wei F, Klinman D, Gioannini T, Weiss JP, Furusawa T (2012). High-mobility group nucleosome-binding protein 1 acts as an alarmin and is critical for lipopolysaccharide-induced immune responses. J Exp Med.

[7] Wei F, Yang D, Tewary P, Li Y, Li S, Chen X, Howard OM, Bustin M, Oppenheim JJ (2014). The Alarmin HMGN1 contributes to antitumor immunity and is a potent immunoadjuvant. Cancer Res.

[8] Yang D, Bustin M, Oppenheim JJ (2015). Harnessing the alarmin HMGN1 for anticancer therapy. Immunotherapy.

[9] Nie Y, Yang D, Oppenheim JJ (2016). Alarmins and antitumor immunity. Clin Ther.

[10] Han Z, Yang, Trivett A, Oppenheim JJ (2017). Therapeutic vaccine to cure large mouse hepatocellular carcinomas. Oncotarget.

[11] Nie Y, Yang, Trivett A, Han Z, Xin H, Chen X, Oppenheim JJ (2017). Development of a curative therapeutic vaccine (TheraVac) for the treatment of large established tumors. Sci Rep.

[12] Anderson KG, Mayer-Barber K, Sung H, Beura L, James BR, Taylor JJ, Qunaj L, Griffith TS, Vezys V, Barber DL (2014). Intravascular staining for discrimination of vascular and tissue leukocytes. Nat Protoc.

[13] Sawanobori Y, Ueha S, Kurachi M, Shimaoka T, Talmadge JE, Abe J, Shono Y, Kitabatake M, Kakimi K, Mukaida N (2008). Chemokine-mediated rapid turnover of myeloid-derived suppressor cells in tumor-bearing mice. Blood.

[14] Shand FH, Ueha S, Otsuji M, Koid SS, Shichino S, Tsukui T, Kosugi-Kanaya M, Abe J, Tomura M, Ziogas J (2014). Tracking of intertissue migration reveals the origins of tumor-infiltrating monocytes. Proc Natl Acad Sci U S A.

[15] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[16] Schmieder R, Edwards R (2011). Quality control and preprocessing of metagenomic datasets. Bioinformatics.

[17] Sun J, Nishiyama T, Shimizu K, Kadota K (2013). TCC: an R package for comparing tag count data with robust normalization strategies. BMC Bioinformatics.

[18] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[19] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[20] Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, Kirilovsky A, Fridman WH, Pages F, Trajanoski Z, Galon J (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics.

[21] Saito R, Smoot ME, Ono K, Ruscheinski J, Wang PL, Lotia S, Pico AR, Bader GD, Ideker T (2012). A travel guide to Cytoscape plugins. Nat Methods.

[22] Mi H, Muruganujan A, Casagrande JT, Thomas PD (2013). Large-scale gene function analysis with the PANTHER classification system. Nat Protoc.

[23] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K (2017). KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res.

[24] Gros A, Robbins PF, Yao X, Li YF, Turcotte S, Tran E, Wunderlich JR, Mixon A, Farid S, Dudley ME (2014). PD-1 identifies the patient-specific CD8(+) tumor-reactive repertoire infiltrating human tumors. J Clin Invest.

[25] Inozume T, Hanada K, Wang QJ, Ahmadzadeh M, Wunderlich JR, Rosenberg SA, Yang JC (2010). Selection of CD8+PD-1+ lymphocytes in fresh human melanomas enriches for tumor-reactive T cells. J Immunother.

[26] Ye Q, Song DG, Poussin M, Yamamoto T, Best A, Li C, Coukos G, Powell DJ (2014). CD137 accurately identifies and enriches for naturally occurring tumor-reactive T cells in tumor. Clin Cancer Res.

[27] Bellavance EC, Kohlhapp FJ, Zloza A, O'Sullivan JA, McCracken J, Jagoda MC, Lacek AT, Posner MC, Guevara-Patino JA (2011). Development of tumor-infiltrating CD8+ T cell memory precursor effector cells and antimelanoma memory responses are the result of vaccination and TGF-beta blockade during the perioperative period of tumor resection. J Immunol.

[28] Stout RD, Suttles J (1992). T cells bearing the CD44hi "memory" phenotype display characteristics of activated cells in G1 stage of cell cycle. Cell Immunol.

[29] Hirao M, Onai N, Hiroishi K, Watkins SC, Matsushima K, Robbins PD, Lotze MT, Tahara H (2000). CC chemokine receptor-7 on dendritic cells is induced after interaction with apoptotic tumor cells: critical role in migration from the tumor site to draining lymph nodes. Cancer Res.

[30] Ohl L, Mohaupt M, Czeloth N, Hintzen G, Kiafard Z, Zwirner J, Blankenstein T, Henning G, Forster R (2004). CCR7 governs skin dendritic cell migration under inflammatory and steady-state conditions. Immunity.

[31] Roberts EW, Broz ML, Binnewies M, Headley MB, Nelson AE, Wolf DM, Kaisho T, Bogunovic D, Bhardwaj N, Krummel MF (2016). Critical role for CD103(+)/CD141(+) dendritic cells bearing CCR7 for tumor antigen trafficking and priming of T cell immunity in melanoma. Cancer Cell.

[32] Baumeister SH, Freeman GJ, Dranoff G, Sharpe AH (2016). Coinhibitory pathways in immunotherapy for Cancer. Annu Rev Immunol.

[33] Anderson AC, Joller N, Kuchroo VK (2016). Lag-3, Tim-3, and TIGIT: co-inhibitory receptors with specialized functions in immune regulation. Immunity.

[34] Wherry EJ (2011). T cell exhaustion. Nat Immunol.

[35] Hashimoto M, Kamphorst AO, Im SJ, Kissick HT, Pillai RN, Ramalingam SS, Araki K, Ahmed R (2018). CD8 T cell exhaustion in chronic infection and Cancer: opportunities for interventions. Annu Rev Med.

[36] Birger Y, Catez F, Furusawa T, Lim JH, Prymakowska-Bosak M, West KL, Postnikov YV, Haines DC, Bustin M (2005). Increased tumorigenicity and sensitivity to ionizing radiation upon loss of chromosomal protein HMGN1. Cancer Res.

[37] Degryse B, Bonaldi T, Scaffidi P, Muller S, Resnati M, Sanvito F, Arrigoni G, Bianchi ME (2001). The high mobility group (HMG) boxes of the nuclear protein HMG1 induce chemotaxis and cytoskeleton reorganization in rat smooth muscle cells. J Cell Biol.

[38] Yu M, Wang H, Ding A, Golenbock DT, Latz E, Czura CJ, Fenton MJ, Tracey KJ, Yang H (2006). HMGB1 signals through toll-like receptor (TLR) 4 and TLR2. Shock.

[39] Yang H, Wang H, Czura CJ, Tracey KJ (2005). The cytokine activity of HMGB1. J Leukoc Biol.

[40] Hori O, Brett J, Slattery T, Cao R, Zhang J, Chen JX, Nagashima M, Lundh ER, Vijay S, Nitecki D (1995). The receptor for advanced glycation end products (RAGE) is a cellular binding site for amphoterin. Mediation of neurite outgrowth and co-expression of rage and amphoterin in the developing nervous system. J Biol Chem.

[41] Park JS, Arcaroli J, Yum HK, Yang H, Wang H, Yang KY, Choe KH, Strassheim D, Pitts TM, Tracey KJ (2003). Activation of gene expression in human neutrophils by high mobility group box 1 protein. Am J Physiol Cell Physiol.

[42] Kinjyo I, Qin J, Tan SY, Wellard CJ, Mrass P, Ritchie W, Doi A, Cavanagh LL, Tomura M, Sakaue-Sawano A (2015). Real-time tracking of cell cycle progression during CD8+ effector and memory T-cell differentiation. Nat Commun.

[43] Marchingo JM, Kan A, Sutherland RM, Duffy KR, Wellard CJ, Belz GT, Lew AM, Dowling MR, Heinzel S, Hodgkin PD (2014). T cell signaling. Antigen affinity, costimulation, and cytokine inputs sum linearly to amplify T cell expansion. Science.

[44] Haluszczak C, Akue AD, Hamilton SE, Johnson LD, Pujanauski L, Teodorovic L, Jameson SC, Kedl RM (2009). The antigen-specific CD8+ T cell repertoire in unimmunized mice includes memory phenotype cells bearing markers of homeostatic expansion. J Exp Med.

[45] Seder RA, Ahmed R (2003). Similarities and differences in CD4+ and CD8+ effector and memory T cell generation. Nat Immunol.

[46] Kalia V, Sarkar S, Gourley TS, Rouse BT, Ahmed R (2006). Differentiation of memory B and T cells. Curr Opin Immunol.

How the deposited data were processed for this re-analysis (not part of the article)

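The data were 3′ SAGE-sequencing libraries of CD8+ T cells sorted from Colon26 tumors on day 16, from 3 αCD4 and 2 mH/αCD4 samples. The conditions and replicate numbers were taken from the labels and the paper. The authors trimmed and filtered the reads, mapped them to RefSeq transcripts of mm10 on the sense strand, removed reads away from NlaIII sites, and deposited the raw tag count of each gene, without normalization. Each file lists only genes with at least 1 count, so a gene missing from a file was given a count of 0. No molecular identifiers are described in the paper's main text, and its additional file with the library preparation was not available. If none were used, duplicates made by amplification would be counted as tags. Tags shared between paralogs or pseudogenes could have been split by the mapping.

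The totals were 6699813, 4397166 and 3880916 counts in αCD4 and 4673235 and 5868137 in mH/αCD4. Over these totals, 3 counts, the level taken here as a floor, were between 0.448 and 0.773 CPM. Genes with 1 count in a sample were listed as well. In the joined table 16789 genes had a count, of which 3725 had at most 5 counts over all samples.

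In R 4.3.3, edgeR 4.0.16 was used for the main test, with TMM normalization, filterByExpr at its default minimum count of 10, and the quasi-likelihood F-test of mH/αCD4 against αCD4. DEGs needed a Benjamini-Hochberg adjusted p under 0.05 and a fold-change of at least 2. The standard error is the log2 fold change divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled totals. For named genes, log2 CPM with a prior count of 2 were compared by an exact permutation test over the 10 splits of the 5 samples into 2 and 3. The paper's normalization package TCC was not installed, so its steps were rebuilt from edgeR: 3 rounds of TMM normalization, each leaving out the genes with a false discovery rate under 0.1, or at least 5% of the genes, followed by the likelihood-ratio test. DESeq2 1.42.0 was run as an alternative. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 10 sets. The S and G2/M phase genes came from Seurat 5.3.0, with human symbols changed to mouse capitalization, and the other sets were listed by hand after the GO groups named in the paper, before the files were read. Transcript lengths and coordinates came from GENCODE mouse release 21 on GRCm38, the assembly that mm10 stands for, in which 13766 genes (82.0%) were found by symbol.

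Genes were chosen because the paper names them in its transcriptome or qPCR results, or measured their proteins on CD8+ T cells by flow cytometry. By a rule fixed before the files were read, the DEGs with the largest change in each direction were added. Where there was no DEG, the rule took the 5 genes with the lowest p in each direction, which are called not significant. Other genes in the text, such as Cxcl16, Gzmb, Prf1, Mki67, Rabac1, H2-Eb1, Pecam1 and Col4a1, were named outside these rules. They are not counted as named genes. Of the genes chosen by p, 1 higher gene is left out of the text and was not replaced by another.

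The scripts were tested on simulated data with the real means and library sizes, in which 200 genes were changed by a log2 fold change of 2. With a low dispersion, 100% of them were recovered by the quasi-likelihood test. With the gene-wise dispersions estimated from the samples, 92.5% were recovered by the quasi-likelihood test, 97% by the likelihood-ratio test and 96% by DESeq2, and these tests called 16, 38 and 25 of 8743 unchanged genes. The simulated changed genes had more than 50 expected counts, so these shares do not apply to genes with fewer.

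The alternatives set before the files arrived were other normalizations, tests and filters, downsampling to the smallest total, the replicate number as a block, and leaving out each sample in turn. A correction for transcript length, a loess curve with a span of 0.3, and counts of genes by unadjusted p were added after seeing the data. GO and KEGG enrichment by ClueGO was not repeated, and qPCR and flow cytometry were not analysed here.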

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

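The rule set before the files arrived named the 5 genes with the lowest p in each direction, since no DEG was found. Of the 5 higher ones, 4 are reported here and 1 is left out. The paper does not discuss these 4, and both mH/αCD4 samples were above all αCD4 samples for each, which is what flagged them. The log2 fold change in mH/αCD4 against αCD4 was 1.94 for Frat1, 3.19 for Znf157, 1.28 for Cdkn1a and 3.72 for Pigz, and all had an adjusted p of 0.503 in edgeR's quasi-likelihood test, so they are not significant there. With the likelihood-ratio test after the rebuilt TCC normalization and no filter, their adjusted p lay between 0.00029 and 0.0137. Pigz and Znf157 rested on few tags, with at most 10 counts in αCD4 samples. These genes were picked as the most extreme of 9255, and many genes are separated in other groupings too: 2407 genes were completely separated by treatment and 2288 by the split of αCD4 replicates 2 and 3 from the other samples.

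Cdkn1a, which encodes the cell cycle inhibitor p21, had 431 and 627 CPM in mH/αCD4 and 208, 245 and 201 in αCD4. A candidate explanation is a p53 response, for which a list of other p53 target genes was written before the test. The 19 of them left by the filter had a mean log2 fold change of 0.205, with 12 higher and a camera p of 0.0416, which became 0.0833 after adjustment over the 2 lists tested this way. The exact permutation test of the samples gave p = 0.2. In the edgeR fit with the replicate block the mean was 0.353 (adjusted p = 0.00922 from camera). The main result fails the correction, and the p53 response remains a hypothesis.

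For the genes past the thresholds as a whole, technical explanations were tested with the likelihood-ratio test after the rebuilt TCC normalization on the filtered genes, which gave 50 DEGs. Of the 10 splits of the 5 samples, 3 gave as many DEGs, the real one included, and αCD4 replicate 1 with mH/αCD4 replicate 2 against the rest gave 175. Depth is an unlikely cause of the number of DEGs, since the totals overlapped and 43 DEGs were found after downsampling. The count alone does not show whether these were the same genes. At equal depth the samples of the groups overlapped in the number of genes detected, the lowest in mH/αCD4 being 12810. The share of the 10 most abundant genes overlapped too, with 29.4% as the lowest in mH/αCD4. Among lists of marker genes of other cells, tested against the 49 DEGs of the same procedure without a filter, the smallest Fisher's exact p was 0.0260, for tumor and stromal cells, from Sparc alone. The summed level of that list overlapped between the groups, but almost all of it was Vim (5379 to 9261 CPM in αCD4), so the overlap says little about RNA from these cells. Without Sparc and Vim, the summed level of the other 7 markers was higher in mH/αCD4 (7.78 and 10.2 CPM) than in αCD4 (1.59 to 4.94 CPM). Pecam1 was the largest part of that sum in mH/αCD4 (5.40 and 5.10 CPM), and Col1a2 had 0 and 3.96 CPM there. Of the 7 markers, 0 were among the DEGs. The summed myeloid markers were lower in mH/αCD4 (3.89 and 3.02 CPM) than in αCD4 (4.47 to 10.6 CPM). The dendritic cell markers reached 1549 CPM in mH/αCD4 replicate 3, of which H2-Eb1 gave 1505, against 129 to 342 CPM in the other samples. The DEGs therefore cannot be told apart from the grouping of these samples by chance, and RNA from other cells was not ruled out.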

How the results depend on the processing

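The alternatives were fixed before the processed files arrived, except the length correction and the unadjusted p, which were chosen after seeing the data. The S phase, G2/M phase and chromosome organization genes kept their direction and stayed past the threshold under every alternative. The chromosome organization set shares members with the other sets, so these are not independent results. Of 45 named genes, 25 kept their direction and their side of the threshold under every alternative. The size of a change could still move, as for Gzmm, from 0.0754 to 0.983 in the leave-one-out fits. Of 759 rows for single genes under the alternatives, 60 became stronger, 0 weaker and 7 reversed. No named gene passed the threshold in the main fit, so none could become weaker.

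The main fit gave 0 DEGs. The likelihood-ratio test gave 50 (25 up-regulated, 25 down-regulated), also with the rebuilt TCC normalization (50, 25 and 25), and 49 (27 and 22) with no filter. DESeq2's Wald test gave 39 (11 and 28). These tests do not carry the uncertainty of each gene's dispersion, which the quasi-likelihood test estimates from 3 residual degrees of freedom. Without a filter the quasi-likelihood test gave 298 (180 and 118), where its prior degrees of freedom were estimated as infinite, so that single genes were given no variance of their own. This may explain the larger number, since only 60.4% of the 298 were completely separated. The replicate block gave 1 DEG (1 up-regulated), as did the block with the length correction (1 and 0), and the leave-one-out fits gave from 0 to 1 DEGs, all of them up-regulated (0 to 1). By unadjusted p, the quasi-likelihood test gave 464 (186 and 278) and the likelihood-ratio test without a filter 1233 (625 and 608).

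With the replicate block, the mean log2 fold change of the ribosomal protein genes was 0.174, of the interferon response genes 0.244 and of the chemokine ligand genes -0.317, and with the length correction as well 0.257, 0.263 and -0.231, and 0.3185 for the cytotoxic effector genes. The block leaves αCD4 replicate 1, which has no mH/αCD4 partner, out of the contrast and compares the others by number. Leaving that sample out without a block gave 0.470, 0.283 and 0.0611 for the same 3 sets, so its absence alone did not account for the ribosomal and chemokine values. Without a filter the mean was -0.672 for the chemokine ligand genes, which then had 22 members in place of 6, and -0.269 for the co-inhibitory receptor genes. Without the genes that the paper names, it was 0.189 for T cell activation, -0.0408 for cytotoxic effector and -0.183 for telomere maintenance genes. In the same setting it was 0.0711 (adjusted p = 0.439 from camera) for the interferon response genes. The co-inhibitory receptor set moved the other way, to -0.749 (adjusted p = 0.0102 from camera), over 5 genes that included Tox and Entpd1. An inter-gene correlation of 0.05 left the means at 0.237 (T cell activation), -0.445 (co-inhibitory receptor) and -0.261 (telomere maintenance) and took the adjusted p of each to 0.0612. The leave-one-out fits ranged from -0.433 to 1.24 for the ribosomal protein, -0.0960 to 0.283 for the interferon response, -1.41 to 1.20 for the chemokine ligand, 0.141 to 0.417 for the T cell activation, -0.203 to 0.240 for the cytotoxic effector, -0.634 to -0.376 for the co-inhibitory receptor and -0.485 to -0.192 for the telomere maintenance genes.

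The log2 fold change of Ccl5 was -0.194 with the replicate block and -0.067 with the block and the length correction, and from -1.74 to 2.15 in the leave-one-out fits. In those fits Lag3 ranged from -0.435 to 0.234, Ctla4 from -0.280 to 0.000891 and Cd44 from -0.0999 to 0.749. Depth limits genes such as Chek2 and Il2, which had at most 23 and 1 counts in every sample but αCD4 replicate 1.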

Differences from the paper's values

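The paper reports 517 DEGs, where the main fit gave 0. None of the alternatives set before the files arrived closed the gap: the closest, the quasi-likelihood test without a filter, gave 298, and the likelihood-ratio test after the rebuilt TCC normalization gave 50 with and 49 without a filter. The quasi-likelihood test counted by unadjusted p under 0.05 with a fold-change of at least 2, a setting chosen after seeing the values, gave 464 DEGs against the paper's 517, within a factor of 1.5. The other setting chosen after seeing the values, the likelihood-ratio test by unadjusted p without a filter, gave 1233.

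The paper reports 153 up-regulated DEGs, where the main fit gave 0. Of the alternatives set before the files arrived, the quasi-likelihood test without a filter gave 180, within a factor of 1.5 of the paper's 153, and the others did not come within it (0 to 27). The unadjusted p with the quasi-likelihood test, chosen after seeing the values, gave 186.

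The paper reports 364 down-regulated DEGs, where the main fit gave 0. None of the alternatives set before the files arrived came within a factor of 1.5, the closest being 118 for the quasi-likelihood test without a filter. The unadjusted p with the quasi-likelihood test, chosen after seeing the values, gave 278 against the paper's 364.

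The paper lists 28 genes as differentially expressed. All 28 had the paper's direction in the main fit and 0 had an adjusted p under 0.05, and with the likelihood-ratio test after the rebuilt TCC normalization and no filter 1 of them (Cd226) did. With the same test on the filtered genes Icam1 (adjusted p = 0.0289 from edgeR) and Cd226 (0.0292) did, as they did with DESeq2 (0.00775 and 0.0120). The quasi-likelihood test without a filter gave an adjusted p under 0.05 for 8 of the 28, 5 of them higher and 3 lower in mH/αCD4. A fold-change of at least 2 was seen for 8 of the 28, and not, for example, for Pdcd1 (log2 fold change -0.389) or Hnrnpa1 (-0.349). The paper describes the qPCR decrease of Lag3 and Ctla4 as matching its transcriptome data, in which their log2 fold changes were -0.0489 and -0.123 here.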

Other observations

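The lower cell cycle gene expression in mH/αCD4 was the most stable pattern. The mean log2 fold change of the G2/M phase genes stayed at -0.564 or lower when each sample was left out, and was -0.669 with the length correction. Of the 10 splits of the 5 samples, 1, the real one, gave a mean log2 fold change from edgeR this large in size. By the mean log2 CPM of the set in each sample it was not alone, with p = 0.2 from the exact permutation test. The split of αCD4 replicates 2 and 3 from the others gave a mean log2 fold change of 0.655. The unadjusted camera p of that split, 1.53e-16, was smaller than the 1.37e-12 of the real one. A small camera p therefore does not by itself point to the treatment. With 10 splits no result could be rarer than 1 in 10. The count of splits therefore could not decide whether the cell cycle pattern arose by chance in how the samples fall into groups. A candidate explanation from the paper, a memory-like state, was tested with a list of memory T cell genes, of which 10 of 17 were higher, with a mean of 0.135 and a camera p of 0.106. The exact permutation test of the samples gave p = 0.5. In the edgeR fit with the replicate block the mean was 0.508 (adjusted p = 0.00101 from limma's camera over the 2 lists tested), so the answer depends on the design of the fit.

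The higher ribosomal protein gene expression in mH/αCD4 may come from differences between single samples. The mean level of the set differed by as much as 1.62 on the log2 scale between samples of one group, more than the 0.741 between the groups, and 5 of the 10 splits gave a mean as large in size. The 134 other genes with transcripts of at most 700 nt ranked the samples in the same order, with 5 of 5 ranks the same, from -0.623 in αCD4 replicate 1 to 0.655 in mH/αCD4 replicate 3. The predictions on the spread within groups and on short transcripts were made only after the pattern was seen. A rank correlation computed first for the short transcripts was replaced by this count of ranks, since 5 samples are too few for a correlation. The length correction took the range of these short genes over the samples from 1.28 to 0.317 but that of the ribosomal protein genes only from 2.17 to 1.52, and their mean stayed at 0.621, so length alone did not account for it. No biological explanation was tested. Ccl5, a transcript of 532 nt, kept a log2 fold change of 1.007 with the length correction.

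The sample αCD4 replicate 1 differed from αCD4 replicates 2 and 3. The gene Rabac1 had 801 CPM in it, 16.8 and 20.6 in the other αCD4 samples and 1311 and 1245 in mH/αCD4. Splitting αCD4 replicates 2 and 3 from the other 3 samples gave 50 DEGs in the likelihood-ratio test, as many as the split by treatment, so a grouping by something other than the treatment cannot be ruled out. By the unadjusted p that gave 464 genes for the real split, αCD4 replicate 1 and mH/αCD4 replicate 2 against the rest gave 524. The labels give no batch or date to test.

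The lower Sparc and Col4a2 in mH/αCD4 were the largest decreases among the genes named by rule. Sparc had 94, 35 and 51 counts in αCD4 and 0 and 3 in mH/αCD4, and Col4a2 72, 18 and 22 against 0 and 0, with log2 fold changes of -5.14 and -8.10 (adjusted p = 0.503 for both in edgeR's quasi-likelihood test). Dck (-1.42), Setd3 (-1.86) and Hmga1 (-1.18) were the other 3. RNA from tumor or stromal cells is a possible source. The summed level of the other 7 markers of these cells reached 10.2 CPM in mH/αCD4 and was higher there than in αCD4. Pecam1 gave 5.40 and 5.10 CPM of the sum in mH/αCD4 and the other markers had few counts, so the sum does not decide. Col4a1, not among these markers, had 1, 5 and 6 counts in αCD4 and 0 and 0 in mH/αCD4. The prediction on the markers was made after the decrease was seen.

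For proteins that the paper measured by flow cytometry, the transcripts had log2 fold changes of 0.381 for Tigit, 0.268 for Ifng, 0.655 for Tnf, 0.263 for Tnfrsf9 and 0.2997 for Cd44, with adjusted p from 0.604 to 0.857 in edgeR's quasi-likelihood test. Il2 had 9, 0 and 0 counts in αCD4 and 1 and 0 in mH/αCD4 and was not tested. The paper measured the proteins on other days and in subsets of the CD8+ T cells, and the cytokines after restimulation. The RNA came from sorted CD8+ T cells on day 16, so these values do not test the protein results.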
